# Sorbic acid stress activates the *Candida glabrata* high osmolarity glycerol MAP kinase pathway

**DOI:** 10.3389/fmicb.2013.00350

**Published:** 2013-11-26

**Authors:** Zeljkica Jandric, Christa Gregori, Eva Klopf, Martin Radolf, Christoph Schüller

**Keywords:** sorbic acid, HOG pathway, Candida glabrata, stress response, Fungal pathogen

## Abstract

Weak organic acids such as sorbic acid are important food preservatives and powerful fungistatic agents. These compounds accumulate in the cytosol and disturb the cellular pH and energy homeostasis. *Candida glabrata* is in many aspects similar to *Saccharomyces cerevisiae*. However, with regard to confrontation to sorbic acid, two of the principal response pathways behave differently in *C. glabrata*. In yeast, sorbic acid stress causes activation of many genes via the transcription factors Msn2 and Msn4. The *C. glabrata* homologs CgMsn2 and CgMsn4 are apparently not activated by sorbic acid. In contrast, in *C. glabrata* the high osmolarity glycerol (HOG) pathway is activated by sorbic acid. Here we show that the MAP kinase of the HOG pathway, CgHog1, becomes phosphorylated and has a function for weak acid stress resistance. Transcript profiling of weak acid treated *C. glabrata* cells suggests a broad and very similar response pattern of cells lacking CgHog1 compared to wild type which is over lapping with but distinct from *S. cerevisiae*. The *PDR12* gene was the highest induced gene in both species and it required CgHog1 for full expression. Our results support flexibility of the response cues for general stress signaling pathways, even between closely related yeasts, and functional extension of a specific response pathway.

## Introduction

Candida species cause mucosal as well as disseminated infections in humans. Many women experience Candida vulvovaginitis, with recurring infections (Buitron Garcia-Figueroa et al., 2009). *Candida albicans* is the leading cause of such infections, with *Candida glabrata* accounting for about 20% (Schmalreck et al., 2012). Compared to *C. albicans*, *C. glabrata* is more similar to *Saccharomyces cerevisiae* (Dujon, 2010) and might be regarded as a Saccharomycete with adaptations to mammalian commensalism. Striking adaptations are the optimal growth temperature of 37°C, its short division time of about an hour at this temperature (Roetzer et al., 2011), and the ability to adhere to various surfaces due to a number of adhesins (Domergue et al., 2005). *C. glabrata* has a characteristic high resistance to certain common antifungal drugs such as azoles (Cross et al., 2000; Pfaller and Diekema, 2007). All *C. glabrata* isolates are haploid suggesting an absent or greatly reduced sexual cycle. The inability to differentiate into spores as a resistant cell type is perhaps outweighed by high persistence due to stress and drought resistance (Berila and Subik, 2010).

Adjustment of metabolism and cell cycle to changing environmental conditions is essential for microbial organisms. Evidently, a pathogen has to gather specific information about its host environment (Shapiro et al., 2011). Fungi communicate and respond to their environment with an array of signaling components such as MAP kinase pathways (Chen and Thorner, 2007), dedicated transcription factors such as the heat shock transcription factor Hsf1 or the copper responsive factor Ace2, and conserved signaling pathways such as the protein kinase A (PKA), target of rapamycin (TOR), DNA damage responsive pathways and many more. Fungal cells use this information to make decisions to pass cell division checkpoints and for channeling of resources toward defence or growth (Zakrzewska et al., 2011). Thus, environmental response signaling pathways are one putative Achilles' heel for intervention with fungal growth and establishment in environmental niches provided by the host. In fact, some combinations of stress types are efficiently preventing fungal growth (Kaloriti et al., 2012).

During antifungal therapy mutations arise in special genes such as drug efflux pumps and their regulators due to selective pressure (Ferrari et al., 2011a,b). However, the clue to the success of *C. glabrata* lies possibly in its ability to persist. The intrinsic stress resistance of *C. glabrata* likely has a multigenic basis and a dynamic component which can be established by external conditions and might even be propagated by epigenetic mechanisms. The transient aspect of resistance traits of clinical isolates has not been explored systematically.

The well-characterized high-osmolarity glycerol (HOG) pathway is essential for yeast survival under-high osmolarity conditions, since it triggers adaptation through intracellular accumulation of glycerol as the adaptive osmolytes to reestablish the balance of water and ion concentration (De Nadal and Posas, 2010). Yeast Hog1 becomes activated by dual phosphorylation and translocates from the cytosol to the nucleus to change gene expression patterns. In addition, Hog1 has cytosolic targets such as the Fps1 aquaglyceroporin (Thorsen et al., 2006; Mollapour and Piper, 2007). Stress activated protein kinase networks are well conserved across kingdoms and orthologs of Hog1 are present in other fungi (Nikolaou et al., 2009). However, the detailed action of Hog1 in *C. glabrata* and its downstream targets have not been investigated in depth so far. Hog1 is related to the p38 MAP kinase of higher eukaryotes. There, this kinase has a broader role as initially described for *S. cerevisiae* Hog1 which is mainly responsive to osmolarity changes. However, other stress types such as oxidative stress as well as exposure to methylglyoxal (Aguilera et al., 2005) or acetic acid (Mollapour and Piper, 2006) activate this pathway. In *C. albicans*, Hog1 becomes activated by oxidative stress and Cadmium exposure (Enjalbert et al., 2006; Yin et al., 2009). In yeast and *C. glabrata*, the HOG signaling pathway is required for osmotic stress response and oxidative stress (Kaloriti et al., 2012). In contrast to yeast, however, CgPbs2 (the MAPKK) mutants display hypersensitivity to weak organic acids (Gregori et al., 2007b). These results would suggest that CgHOG pathway compared to ScHog1 has acquired or retained other functions.

Short chain carboxylic acids or weak organic acids are in widespread use as preservatives for food and feed (Plumed-Ferrer and Von Wright, 2011). A recent excellent review covers the effects of weak acids on yeasts (Piper, 2011). Weak acid response at the transcriptional level is mediated by the zinc cluster transcription factor War1 (weak acid response 1) in *S.cerevisiae, C. albicans*, and *C. glabrata* (Kren et al., 2003; Lebel et al., 2006; Mundy and Cormack, 2009). Remarkably, War1 is not conserved in intrinsically highly weak acid resistant food spoiling Zygomycetes (Mollapour et al., 2008). In *S. cerevisiae* this factor triggers expression of a small regulon consisting of an ABC (ATP binding cassette) transporter gene *PDR12* which is required for weak acid ion efflux as well as an ammonia transporter *FUN34* (Kren et al., 2003; Schüller et al., 2004; Gregori et al., 2007a). Strikingly, activation of *PDR12* transcription is sufficient for weak acid resistance (Schüller et al., 2004). Activation of War1 by weak acids is possibly rather direct, (e.g., interaction with the acid or a metabolite) since no regulatory factors upstream of War1 have been identified to date by genetic means. Attempts to assign a regulatory function to weak acid induced changes of the War1 phosphorylation status, which results in a robust migration difference, were unsuccessful (Frohner et al., 2010; Mollapour and Piper, 2012). It has been suggested that War1 becomes directly activated by weak acids triggering conformational changes (Gregori et al., 2008). In addition, adaptation to weak acids also requires Haa1, a further weak acid inducible transcription factor *S. cerevisiae* (Fernandes et al., 2005).

*S. cerevisiae* cells treated with weak organic acids accumulate the transcription factors Msn2 and Msn4 rapidly in the nucleus and activate a relative large regulon of generic stress responsive genes (Schüller et al., 2004). Remarkably, induction of the majority of sorbate-induced genes required Msn2/4, however, weak organic acid tolerance was unaffected by a lack of Msn2/4. Strikingly, CgMsn2 did not accumulate in *C. glabrata* cells exposed to weak acids (sorbate and propionate). However, CgMsn2 expressed in yeast cells showed similar nuclear accumulation as ScMsn2 (Roetzer et al., 2008). Thus, *C. glabrata* either lacks a pathway which is operative in *S. cerevisiae* or responds differently to weak acids. For example, different cellular acidification of weak acid exposed *S. cerevisiae* or *C. glabrata* cells could play a role (Ullah et al., 2013b). Alternatively, weak acids might affect growth and thus Msn2/4 activation indirectly (Zakrzewska et al., 2011). Weak acids induce expression of the *C glabrata* adhesin Epa6 via an Msn2/4 and War1 independent mechanism leading to enhance adherence. This is remarkable because use of weak acids is widespread as preservative (not as the active ingredient) in over-the-counter vaginal products (Mundy and Cormack, 2009).

We report the generation of a *C. glabrata* strain deleted for *HOG1*. We find that sorbic acid stress causes a robust high level phosphorylation of CgHog1 coinciding with an enrichment in the nucleus. Moreover, we show that CgHog1 is required for sorbic acid resistance of *C. glabrata*.

## Materials and methods

For gene disruption of *HOG1* in the BG14 background, we used the *SAT1* nourseothricin resistance marker cassette amplified from plasmid pSFS2 (Reuss et al., 2004). Via three-way PCR a knockout cassette with long homologous flanking regions was created and integrated into the BG14 strain. Correct insertion of the cassette was verified by genomic PCR. Primer sequences: Hog1–1 5′GGC TAC TAA TGA AGA GTT CAT AAG, Hog1–2 5′cac ggc gcg cct agc agc ggC TAC TCC TGC TGA GTG AAC G, Hog1–3 5′gtc agc ggc cgc atc cct gcC AGA GGC AAA GTT TGA CTG G, Hog1–4 5′CAC TGC TTG ATT AGC ATA CTC. To determine susceptibilities to osmostress and sorbic acid exponentially growing cultures were adjusted to an optical density at 600 nm (OD_600_) of 0.1 and diluted 1:10, 1:100, and 1:1,000. Equal volumes of serial dilutions were spotted onto YPD (pH 4.5, adjusted with HCl) plates containing various concentrations of NaCl and potassium sorbate. Plates were incubated at 30°C for 36–48 h.

### Hog1 phosphorylation analysis

The phosphorylated Hog1 isoforms were detected using two different anti-phospho-p38 MAPK antibodies as indicated in Figure 3. Phospho-p38 MAPK (Thr180/Tyr182) (Cell Signaling Technologies #9211) recognizes either Thr180 or Tyr182 phosphorylated species while antibody ab4822 (Abcam) recognizes double Y182 + T180 phosphorylated species, according to the manufacturers. Cells were grown to OD_600_ of 1 treated for 40 min with potassium sorbate, harvested and frozen. TCA extracts were prepared, and cell lysates equivalent to 0.5 OD_600_ unit were fractionated by 10% sodium dodecyl sulfate-polyacrylamide gel electrophoresis (10% SDS-PAGE) and transferred to nitrocellulose membranes. ScPgk1 antibodies were used to detect CgPgk1 as loading control as described (Gregori et al., 2007a), or a cross reaction served as loading control. The *CgHOG1* open reading frame was cloned into the unique BamHI site of vector pGRB2.2 using sites introduced by PCR immediately upstream of the start codon and replacing the stop codon (Mumberg et al., 1995; Frieman et al., 2002) and fused to yEGFP originating from pKT128 (Sheff and Thorn, 2004) introduced with a unique EcoRI in front of the start codon and a SalI site after the stop codon.

### Microscopy

Cells expressing GFP tagged variants of CgHog1 were grown to mid-exponential phase. Appropriate cultures were visualized live with a CELL R system (Olympus, Japan) and detected with an Orca R2 camera (Hamamatsu Photonics K.K. Japan). Quantification of the fluorescence intensity was done with ImageJ. The background subtracted signal ratio of cytosol to nucleus was determined comparing the fluorescence signals obtained from both compartments during 10 min 10 mM of sorbic acid stress, and non-stress conditions.

### Expression profiling

For microarrays, BG14 and BG14*hog1*Δ strains were grown for 4 generations in 50 ml cultures in YPD at 30°C to OD_600 nm_ of about 1 before potassium sorbate was added to a final concentration of 20 mM. Three biological replicates were generated. After 20 min cells were harvested and immediately frozen. RNAs were prepared as described earlier (Klopf et al., 2009)1 μg of total RNA was used for labeling reaction (Agilent Quick Amp Labeling Kit, two-color, Cat.Nr. 5190–0444). The standard Agilent Protocol for one-color labeling was used (G4140–90041). 325 ng of Cy3 labeled cRNA were hybridized to the custom *C. glabrata* GE 8 × 15 K arrays [Agilent eArray Design 017617; GPL10713 (Ferrari et al., 2011b)]. Samples were hybridized for 17 h at 65°C, 10 rpm. Agilent G2505C Microarray Scanner System was used to scan the arrays. The Agilent Feature Extraction program (Version FE 10.5.1.1) was used to analyze the array images. Values were normalized with quantile scale transformation at Babelomics (http://babelomics.bioinfo.cipf.es) using the Bioconductor affy package. Duplicate features were averaged. Features with gProcessedSignal values >8 (log2) (equals ~10 fold signal over background) were retained and per condition average of 2 and 3 values further analyzed. GO terms enriched in selected sets were extracted via String (string-db.org) and GOTermfinder (yeastgenome.org). Analyzed with Cluster analysis, using cluster3 and visualized with TreeView (Saldanha, 2004) (http://jtreeview.sourceforge.net). TreeView files corresponding to the figures and the raw data are supplied (Supplematary Datafile1). Data have been submitted to GEO (accession No. GSE52382).

qRT-PCR measurement of *PDR12* transcript levels of cells treated with 20 mM sorbic acid for 20 min at neutral pH. Poly T anchored cDNA was synthesized by using Revert Aid Reverse Transcriptase (Thermo Scientific). *PDR12* cDNA was detected using RT-Primers within the coding sequence Pdr12-RT (for.) GGAAAGGAAGGATGATGCAGA and Pdr12-RT (rev.) CTGGCCATGGACTCCAATCTT. *ACT1* was used as a stress unresponsive internal control and amplified via Act1-RT (for.) ATCGTTTCCCCCTTTGCCAC and Act1-RT (rev.) TGCCCACCACTCCTAACTCA.

## Results

The *C. glabrata HOG1* (CAGL0M11748g) gene was deleted in the BG14 background (Mundy and Cormack, 2009) by homologous recombination and replaced with the nourseothricin resistance gene. It was not possible to recover mutants with eliminated open reading frame due to high background of false positives caused by frequent random integration of the corresponding disruption cassette. We were successful with the deletion of the region between ORF base pair positions 402–960 eliminating the coding sequence for the active site of the kinase domain. The correct integration of the cassette was verified by genomic PCR (Figure 1A). The Cg*HOG1* deleted strain, BG14*hog1*Δ, was sensitive to high osmolarity conditions higher than 0.5 M NaCl (Figure 1B). The *C. glabrata* mutant lacking Hog1 could tolerate higher salt concentration than the corresponding *S. cerevisiae* mutant strain. In addition to the expected phenotype of high osmolarity sensitivity, BG14*hog1*Δ, was sensitive to sorbic acid stress (Figure 2A). We found reduced growth on pH4.5 medium containing 1 mM sorbic acid and severely reduced growth with 3 mM, as observed earlier (Gregori et al., 2007b). At neutral pH, concentrations above 20 mM sorbic acid were required to inhibit growth (Figure 2C). The overall sensitivity of the *HOG1* deleted strain was similar to the mutant lacking the MAPKK Pbs2 (Gregori et al., 2007b). Notably, *S. cerevisiae* strains lacking Hog1 are not sensitive to sorbic acid.

**Figure 1:**
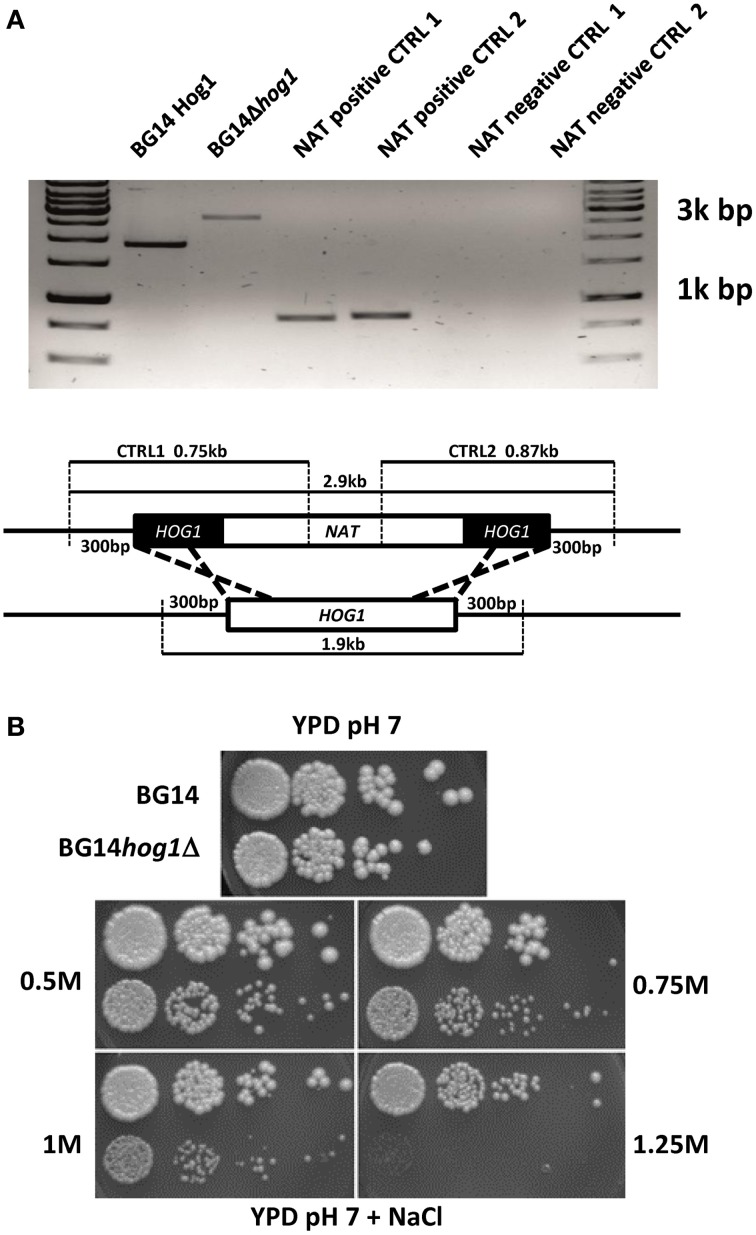
**(A)** Confirmation of the integration of the marker cassette in to the Cg*HOG1* locus. The genomic locus and primer binding sites is indicated. **(B)** *C. glabrata* Hog1 is required for osmotic stress tolerance. BG14, BG14*hog1*Δ, and BG14 carrying pHog1-GFP were diluted and spotted on YPD containing the indicated amount of NaCl. Growth was recorded after about 36 h.

**Figure 2:**
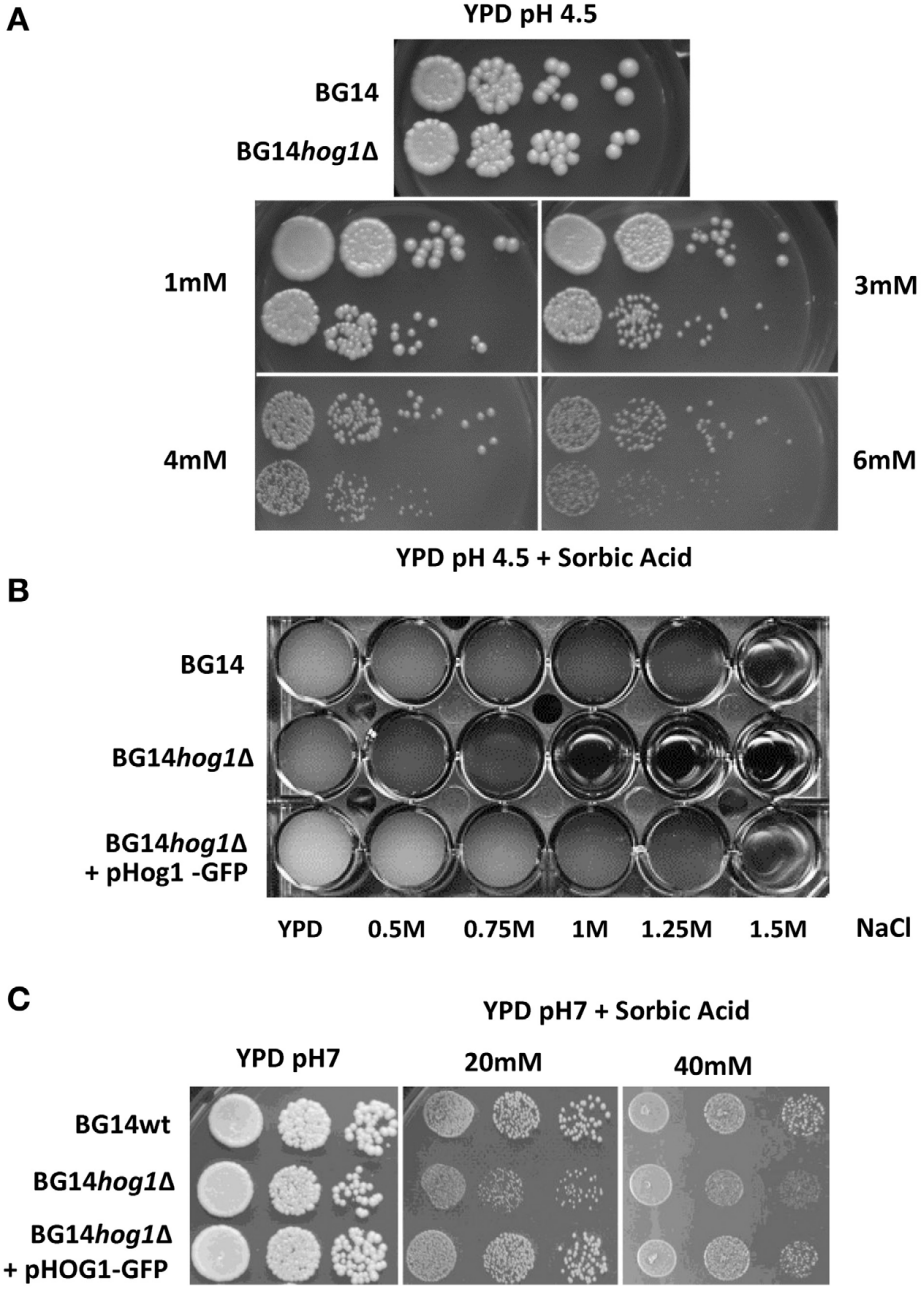
**(A)** *C. glabrata* mutants deleted for *HOG1* display sensitivity to weak acids. Cultures of the *C. glabrata* strains BG14 and BG14*hog1*Δ, were diluted and spotted onto rich medium containing the indicated amounts of sorbic acid at pH 4.5. Growth was recorded after about 36 h for the control and 48 for weak acid stress. **(B)** CgHog1-GFP complements the osmotic stress sensitivity of the BG14*hog1*Δ strain. Cultures of BG14, BG14*hog1*Δ and BG14*hog1*Δ transformed with CgHog1-GFP were diluted to OD_600_ of 0.01 in YPD and exposed to a range of NaCl concentrations. Growth was recorded after 24 h. **(C)** CgHog1 is required for growth under sorbic acid stress. Cultures of wild type and BG14*hog1*Δ cells with and without CgHog1-GFP were diluted and spotted onto medium containing the indicated amounts of sorbic acid at neutral pH. CgHog1-GFP complements the growth defect of BG14*hog1*Δ under sorbic acid stress. Growth was recorded after 36 h of incubation.

We next investigated if CgHog1 is activated due to weak acid stress exposure. Activation of Hog1 by phosphorylation of the activation loop residues by the MAPKK Pbs2 causes its rapid translocation into the nucleus. A fusion gene of GFP to the Cg*HOG1* open reading frame was created and expressed from a plasmid. The CgHog1-GFP fusion construct complemented the deleted allele (Figures 2B,C). The fluorescence signal of the CgHog1-GFP construct showed a substantial nuclear accumulation in unstressed cells. A similar partial nuclear accumulation of Hog1-GFP in unstressed cells has also been observed in our lab in another *C. glabrata* strain background (CBS138). Partial nuclear localization CgHog1-GFP in unstressed cells is possibly due to a certain level of basal activation of CgHog1 in BG14 cells (Figures 3C,D). Despite an apparent partial activation in unstressed cells, exposure to sorbic acid led to an enhanced staining of nuclei by Hog1-GFP within short time. The microscopy pictures shown in Figure 3 were scanned after about 10 min. However, Hog1-GFP nuclear accumulation was visible immediately after addition of sorbic acid.

**Figure 3:**
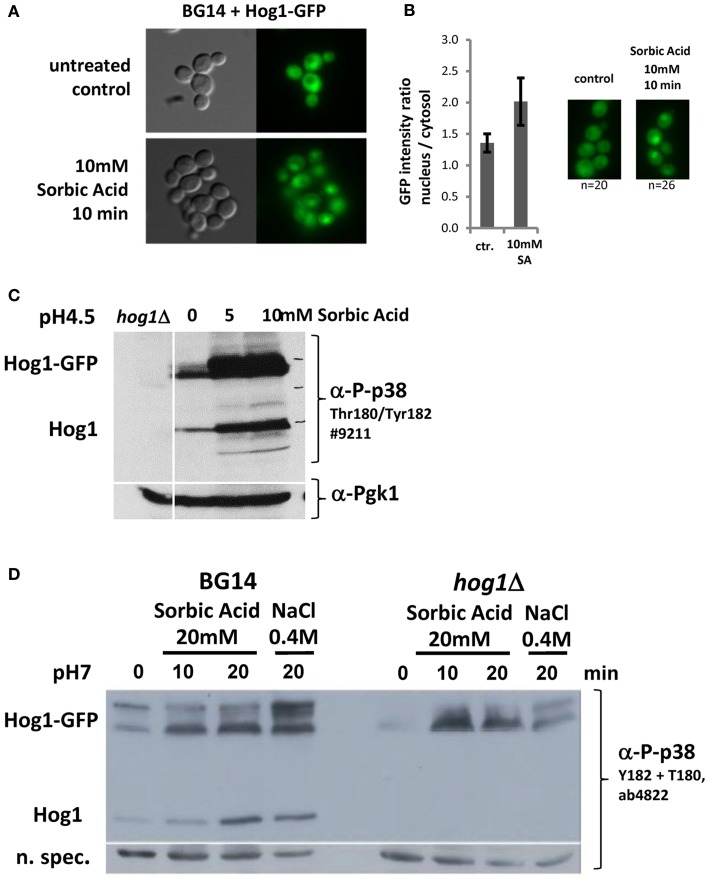
**(A)** CgHog1 accumulation increases in the nucleus of sorbic acid stressed cells. Life Microscopy of BG14 expressing CgHog1-GFP without stress (upper panel) or under Sorbic acid exposure (10 min, 10 mM, lower panel). **(B)** Nuclear accumulation of Hog1 upon stress induction results in a higher fluorescence signal and increases the nucleus to cytosol signal ratio. Fluorescence intensity ratio, nucleus to cytosol, in unstressed (*n* = 20) and stressed (*n* = 26) cells. **(C)** CgHog1 and CgHog1-GFP phosphorylation increases in sorbate treated cells. Cultures of BG14, BG14*hog1*Δ, and BG14 carrying pHog1-GFP were grown in YPD (pH 4.5) to the early-exponential-growth phase before 5 or 10 mM Sorbic acid was added. Samples were harvested after 20 min. Detection was carried out using polyclonal anti-phospho-p38 MAPK or anti-Pgk1 antibodies. **(D)** Dual phosphorylation of Hog1 upon sorbic acid and osmotic stress. Cultures of BG14, BG14*hog1*Δ, and BG14 carrying pHog1-GFP were grown in YPD (pH7) to the early-exponential-growth phase. Sorbic acid was added to a final concentration of 20 mM, samples were taken after 10 and 20 min. Osmotic stress (0.4 M NaCl) for 10min was used to compare to a standard induced Hog1 phosphorylation pattern.

To support a direct role of the HOG pathway during weak acid stress we determined the CgHog1 phosphorylation status. We analyzed phosphorylation of the CgHog1 activation loop with antibodies recognizing the p38 mono and double phosphorylated TEY motif. Interestingly, and different from *S. cerevisiae*, we found signals indicating phosphorylation and thus active CgHog1 in unstressed cells (Figures 3C,D). CgHog1 phosphorylation level increases in cells treated with 5 and 10 mM sorbic acid for 40 min at pH4.5 (Figure 3C). Both the endogenous CgHog1 and the plasmid encoded CgHog1-GFP fusion protein showed similar changes of phosphorylation levels upon treatment with sorbic acid. The signal originating from CgHog1 is identified by testing a BG14*hog1*Δ strain without GFP plasmid (Figure 3D). Interestingly, the GFP fusion protein splits into two species of which the slower migrating form shows more dynamic changes of phosphorylation. The signals obtained suggest that two pools of CgHog1 might exist in *C. glabrata* which are perhaps not separated at the level of the wild type size protein. One is apparently constitutively phosphorylated and the other shows dynamic changes. We repeated the experiment with an antibody recognizing the double phosphorylated form to confirm that the observations are not due to a mono-phosphorylated TEY, and thus likely inactive CgHog1. In addition we exposed the cells at neutral pH to sorbic acid to avoid additional stress. We detected an increase of CgHog1 and of CgHog1-GFP phosphorylation to a comparable level in the osmotic and sorbic acid stressed case (Figure 3D).

The consequence of Hog1 activation in *C. albicans* and *S. cerevisiae* is, apart from changes of the activity of cytosolic targets (Thorsen et al., 2006; Mollapour and Piper, 2007), nuclear translocation and a dramatic change of gene expression mediated by a set of transcription factors. We were interested to which extend CgHog1 is influencing transcriptional patterns of sorbic acid stressed *C. glabrata* cells. We used single color arrays as described in materials and methods and report the results from a 20 min treatment with 20 mM Sorbate at neutral pH of BG14 and BG14*hog1*Δ. 

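RNA of the wild type BG14 and of BG14hog1Δ, the strain lacking CgHOG1, was hybridised to single color Agilent arrays that carry 5218 C. glabrata genes, most of them by 2 probes. The values below come from 3 arrays of unstressed wild type, 3 arrays of wild type after 20 min in 20 mM sorbate, 2 arrays of unstressed mutant and 3 arrays of mutant after the same treatment. The median spot signal of an array, before normalization, was 1277 to 4296 in unstressed wild type, 329 to 2688 in sorbate-treated wild type, 2812 to 4173 in unstressed mutant and 932 to 2241 in sorbate-treated mutant. Between 92.6% and 99.9% of the spots of an array lay well above background and no spot was saturated. What limits the precision most was not tested, but the groups had only 2 or 3 arrays. The authors deposited the scanner's background-corrected signal of every spot. For the values given here these signals were set to the log2 scale and quantile normalized over the 11 arrays, spots and then probes of a gene were averaged, and a gene entered a comparison when each group had at least 2 arrays over 8 on the log2 scale, which is the minimum the methods give. Differences were tested with limma on all 11 arrays, and genes were called at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change beyond 1 in size. The replicate 1 arrays of all 4 groups shared 1 slide and the other 7 arrays another slide. Replicates on different slides differed more, with an SD of the gene-wise difference of 0.429 to 0.530, than replicates on the same slide, with 0.138 to 0.269. CgHOG1 itself (CAGL0M11748g) had a log2 signal of 11.90 ± 0.22 (SD, n = 3) in unstressed wild type and of 9.02 ± 0.35 (SD, n = 2) in unstressed mutant, and every mutant array lay at least 1.86 below every wild type array.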

The overall response pattern of repressed and induced genes in was very similar between mutant and wild type as seen in a clustered presentation and a scatter plot (pearson correlation coefficient *r* = 0.84 of genes in Figure 4A). 

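In the wild type, 765 of 4331 genes were called higher and 656 lower after sorbate. In the mutant 906 of 4309 genes were called higher and 711 lower. Among the alternatives tried, dropping the limit on the fold change moved these counts most, to 1541 higher and 1091 lower genes in the wild type. Over the 4211 genes measured in all 4 groups, the log2 fold changes of both strains had a Pearson correlation of 0.920 and a Spearman correlation of 0.914. This correlation runs across genes, which are not independent replicates. Within the arrays of slide 1 it was 0.911, and within slide 2 it was 0.904. The fold change had the same sign in both strains for 88.1% of the genes. The difference between both responses was tested as an interaction of genotype and sorbate, which called 34 genes with a higher and 72 genes with a lower log2 fold change in the mutant. These counts depended on single arrays and fell to 3 and 1 without replicate 1 of the unstressed mutant, and likewise without replicate 2 or replicate 3 of the unstressed wild type. With the slide as a block, they were 67 and 127.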

The highest induced genes in both wild type and mutant were Cg*PDR12*, Cg*BTN1* (possible role in mediating pH homeostasis), Cg*HSP42* (a small heat shock protein with chaperone activity), Cg*DCS2* [m(7)GpppX pyrophosphatase regulator protein]. 

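The genes were ranked by their log2 fold change after sorbate, among the genes tested in each strain. CgPDR12 (CAGL0M07293g) ranked 1 in both strains. CAGL0I10010g, which the paper's supplement names BTN2, ranked 2 in both. Its log2 fold change was 5.05 in wild type (standard error 0.85, limma, adjusted p = 0.000446) and 6.37 in the mutant (standard error 0.95, adjusted p = 0.000199). The difference between the strains for this gene was close to its standard error (1.27, adjusted p = 0.708 for the interaction, limma), and the replicates of the mutant varied, with an SD of 1.87 under sorbate. CgHSP42 ranked 3 in both strains, with log2 fold changes of 4.38 in wild type (standard error 0.40) and 5.41 in the mutant (standard error 0.44). CgDCS2 rose by 2.95 on the log2 scale in wild type (standard error 0.16), which is rank 22, and by 3.52 in the mutant (standard error 0.17), rank 18. In wild type, ranks 4 and 5 were held by FMP43 and OPI10 with log2 fold changes of 3.98 and 3.91. In the mutant they were held by TPS3 with 4.66 and HSP104 with 4.63.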

Further differentially regulated genes are listed in (Supplemantary DataSheet1/Top_changed). The repressed genes were enriched in protein synthesis related functions. We selected 466 genes with induced expression (>2.25 fold) in wild type or mutant (Figures 4B,C). These can be divided into two clusters. 

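Induced genes were counted on group means, without a test, as genes with more than a 2.25-fold increase. This gave 815 genes induced in wild type or mutant, 584 of them in wild type, 712 in the mutant and 481 in both. Here a gene was counted in a strain when it passed the signal minimum in both groups of that strain. With the minimum required in all 4 groups, 776 genes were counted. The threshold moved the count most. With a log2 fold change over 1.5, as the paper's supplementary sheet of this size is titled, 511 genes were counted. Without each array in turn the count at the 2.25-fold threshold was 800 to 936.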

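The 776 induced genes measured in all groups were clustered over 4 columns, the fold changes of both strains and the ratios of wild type to mutant in unstressed and in stressed cells. The paper's text does not name linkage or distance. Average linkage on the uncentered correlation split off 1 gene, SOK2, from the other 775. Complete linkage gave 454 and 322 genes, but 720 and 55 without the 1 gene that has a missing value on an array. When each gene was left out in turn, the smaller cluster of complete linkage held 10 to 344 genes. Both checks were chosen after the data had been seen. The k-means division gave 541 and 235 genes. The division into a pair of clusters therefore differed between the methods, and with complete linkage it depended on single genes. With k-means, the larger cluster had median log2 fold changes of 1.53 in wild type and 1.57 in the mutant. The smaller one had 1.07 in wild type and 1.58 in the mutant.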

Cluster one is enriched in genes with functions in proteolysis, autophagy and mainly cytosolic components. GO terms are reported in supplementary material (Supplemantary DataSheet1). 

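Of the genes induced in wild type, 6 that the paper's supplement lists as changed in the mutant were examined. In STB6 (CAGL0L05016g) the log2 fold change after sorbate was 2.20 in wild type and 0.56 in the mutant, a difference of -1.64 (standard error 0.38, limma, adjusted p = 0.0506 for the interaction), which was called with the slide as a block (adjusted p = 0.0164). CAGL0K07205g rose by 1.81 in wild type and had a log2 fold change of -0.60 in the mutant (interaction -2.41, adjusted p = 0.0285, limma). MYO3 (CAGL0K07590g) rose by 2.36 and by 0.46 (interaction -1.90, adjusted p = 0.0145, limma). The call of CAGL0K07205g was lost without any of 7 arrays and that of MYO3 without any of 3, with adjusted p values reaching 0.0922 and 0.0713. For PHM8 (CAGL0C02321g) the values were 2.76 and 1.48 (interaction -1.29, standard error 0.59, adjusted p = 0.325, limma), and for STE50 (CAGL0B00858g) 1.66 and 1.07 (interaction -0.59, standard error 0.29, adjusted p = 0.377, limma), and neither difference passed the threshold. For STE50 the adjusted p was 0.0170 with the slide as a block, where its difference stayed under 1 in size. OPI10 (CAGL0F01111g) had log2 fold changes of 3.91 ± 0.48 (standard error) in wild type and 3.72 ± 0.54 in the mutant. Its signal was under the minimum on an array of the unstressed mutant, so that the mutant's response was not tested in the filtered set. The adjusted p with no filter was 0.000213 for the mutant's response and 0.937 for the interaction (limma). In sorbate-treated cells all 6 genes were called lower in the mutant than in the wild type, with log2 differences from -3.23 in STB6 to -1.22 in MYO3. In unstressed cells the differences were -1.59 in STB6, -1.55 in OPI10, -0.94 in STE50 and -0.42 in PHM8. MYO3 and CAGL0K07205g were higher there, with 0.68 and 0.38. Only STB6 was called in unstressed cells (adjusted p = 0.0190, limma), and OPI10 was not tested there in the filtered set. A lower level under sorbate thus need not reflect a smaller response. For OPI10 the difference under sorbate (-1.74, adjusted p = 0.0182, limma) was no longer called without replicate 2 or replicate 3 of the sorbate-treated wild type, where the adjusted p reached 0.0630. Without replicate 1 of the sorbate-treated mutant it was smallest in size, with -1.04, and stayed called.

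**Figure D1:**
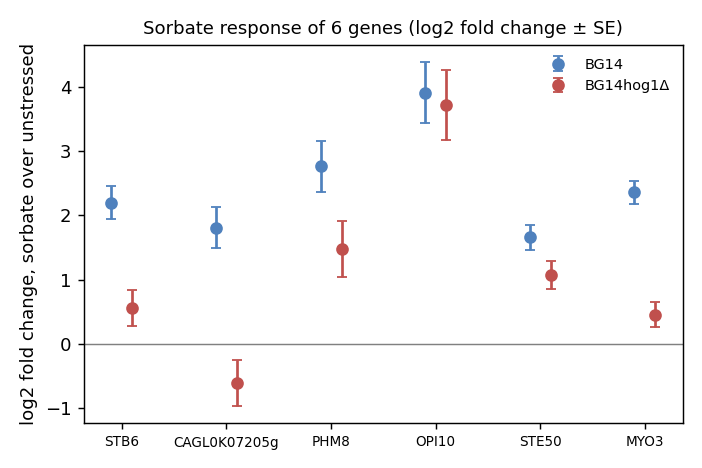
Log2 fold change after sorbate of 6 genes in BG14 (blue) and BG14hog1Δ (red). Points are limma estimates and bars are standard errors. The intervals of OPI10 overlap, with 3.91 in wild type and 3.72 in the mutant, while CAGL0K07205g lies at 1.81 and -0.60.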

For a small number of genes of this cluster, the fold increase of was reduced by a factor of more than 2 in absence of CgHog1 (Supp DataSheet1/Top_changed; *CAGL0L05016g STB6, CAGL0K07205g* (unknown)*, CAGL0C02321g PHM8, CAGL0F01111g OPI10, CAGL0B00858g STE50, CAGL0K07590g, MYO3*). These genes have striking relations to starvation and stress resistance. Phm8 is a Lysophosphatidic acid (LPA) phosphatase active in response to phosphate starvation. Ste50 is involved in mating, filamentous growth and osmotolerance. If these or other transcripts changed in the mutant contribute to the sorbic acid sensitivity phenotype remains to be shown. Expression levels of transcription factors with a function for to stress response are rarely regulated by stress due to their required latent presence. Interestingly, *CgMSN4* is induced 5-fold (and higher in the mutant), whereas Cg*COM2* has a robust 2.6-fold increase of expression. 

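CgMSN4 had a log2 signal of 7.43 ± 0.08 (SD, n = 3) in unstressed and of 10.08 ± 0.49 (SD, n = 3) in sorbate-treated wild type, a 6.27-fold increase. In the mutant it rose from 7.25 to 11.60 ± 0.19 (SD, n = 3), which is 20.4-fold. All unstressed arrays were well above background for this gene but under the minimum of 8, so that its responses were not tested in the filtered set. With no filter, the adjusted p was 5.45e-06 in wild type, 5.18e-07 in the mutant and 0.0269 for the difference between both responses (limma). Under sorbate CgMSN4 was higher in the mutant by 1.53 on the log2 scale (adjusted p = 0.000501, limma). CgCOM2 (CAGL0K02145g) rose 2.85-fold in wild type (log2 fold change 1.51, standard error 0.18, adjusted p = 4.72e-05, limma) and 1.86-fold in the mutant (log2 fold change 0.90, standard error 0.20, adjusted p = 0.00310). The difference between these responses (interaction -0.61, standard error 0.27, adjusted p = 0.312, limma) did not pass the threshold. Under sorbate CgCOM2 was lower in the mutant by a log2 difference of -1.35 (standard error 0.18, adjusted p = 0.000395, limma). In unstressed cells the difference was -0.74 (standard error 0.20, adjusted p = 0.112, limma), which was not called.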

Yer130C (designated *COM2* for Cousin Of Msn2) is a Zn-finger protein similar to ScMsn2/4 and *C. albicans* Mnl1 and interestingly its expression is induced by acetic acid stress (Mira et al., 2011). Therefore, Yer130C/Com2 might be connected to weak acid stress in both organisms.

**Figure 4:**
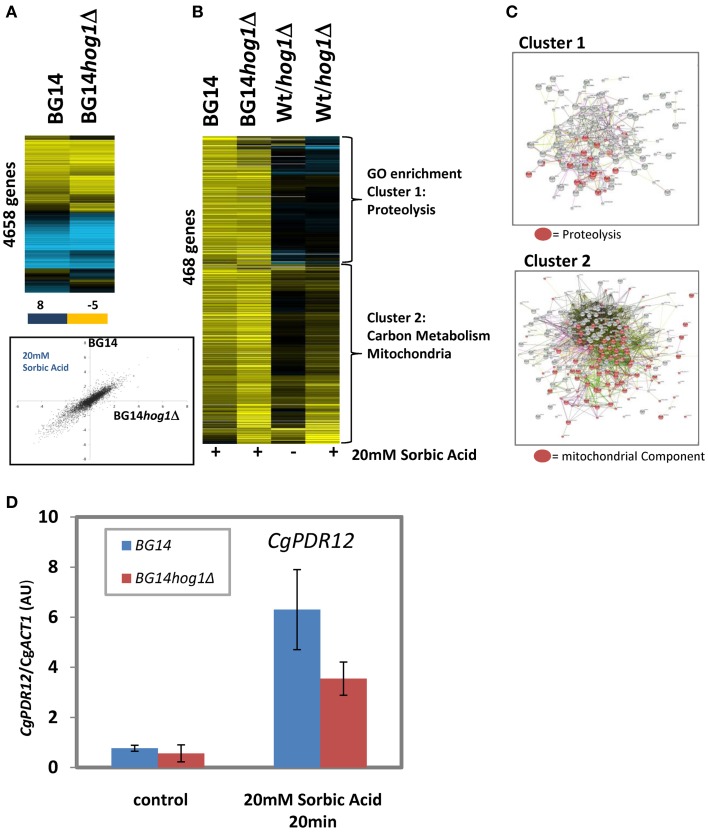
**Differentially expressed genes in BG14 and BG14*hog1*Δ cells, treated with 20 mM Sorbic acid for 20 min. (A)** Overall comparison of gene expression changes in wild type and mutant. Scatter Plot of sorbate treated wild type vs. sorbate treated *hog1*Δ. **(B)** Clustering of selected genes with higher than 2-fold change of transcript level isolates two prominent clusters enriched in the indicated GO terms. **(C)** String connection maps of cluster one and two. **(D)** *CgPDR12* mRNA quantification after sorbic acid stress (20 mM, pH7, 20 min).

Cluster two comprises the remaining genes of this set and is strikingly enriched in mitochondrial functions and carbon metabolism (Supplementary GO data in DataSheet1). Furthermore, cluster two is enriched in genes with lower expression levels in unstressed mutant cells. This result is indicated by String (http://string-db.org) network analysis. 

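In unstressed cells, 509 of the 776 induced genes had a higher mean in the mutant than in the wild type and 267 a lower one, with a median log2 difference of 0.13. The median over all 4211 genes measured in all groups was -0.02. In the test for single genes, 34 of the induced genes were higher and 11 lower in the mutant at an adjusted p under 0.05 (limma). With the slide as a block these were 142 and 24. In the smaller k-means cluster, 223 of 235 genes were higher in the unstressed mutant, with a median of 0.64, and in the larger one 286 of 541, with a median of 0.01. The clustering used this difference itself as a column, so that the contrast between these clusters is partly built in. A gene chosen by its response shares the unstressed arrays with this comparison. The same choice on simulated arrays without any difference between unstressed strains gave a median of -0.01 over 100 draws, between -0.03 and 0.02.

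**Figure D2:**
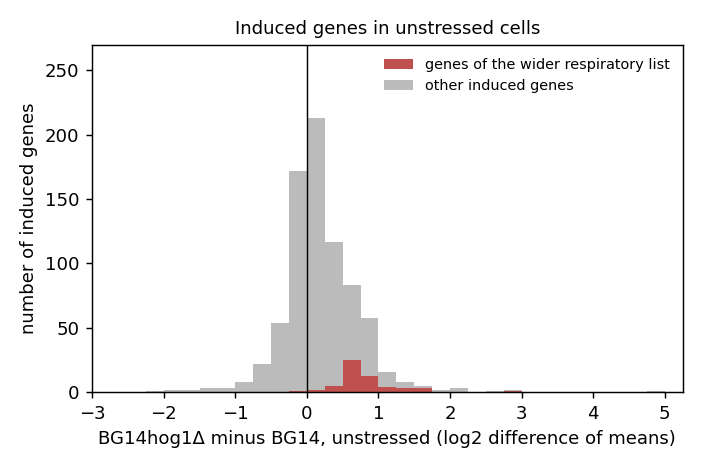
Histogram of the log2 difference between BG14hog1Δ and BG14 in unstressed cells for the 776 induced genes, in bins of equal width. Red marks 57 genes named COX, QCR, ATP, SDH, COQ, MRP, COR, CYT, CYC, IDH, KGD, LSC, MDH, ACO or CIT after their S. cerevisiae orthologs. Of these 56 lie above 0.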

Comparison to *S. cerevisiae* sorbic acid stress data (Schüller et al., 2004; SuppTable1: SCvsCG_Sorbat) results in a mixed picture of a surprisingly weak correlation coefficient (*r* = 0.25), however, some characteristic similarities such as *PDR12* as the most highly induced gene exist. Inspection of the pattern of genes induced in both organisms raises a suspicion of less pronounced increase of *S. cerevisiae* Msn2/4 orthologous target genes in *C. glabrata*. However, part of the difference is of technical nature.

Failure to express the *CgPDR12* gene could contribute to the sensitivity of the CgHog1 deletion mutant. The *S. cerevisiae PDR12* gene confers most of weak acid resistance (Schüller et al., 2004). In our array data the *PDR12* gene changes more than 160-fold in the wild type and 130-fold in the mutant. 

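The log2 signal of CgPDR12 was 8.62 ± 0.37 (SD, n = 3) in unstressed and 16.47 ± 0.24 (SD, n = 3) in sorbate-treated wild type. In the mutant it was 8.75 ± 0.16 (SD, n = 2) and 16.40 ± 0.51 (SD, n = 3). The increase was 231-fold in wild type (log2 fold change 7.85, standard error 0.27, adjusted p = 8.26e-08, limma) and 200.3-fold in the mutant (log2 fold change 7.65, standard error 0.30, adjusted p = 7.09e-08). The difference between both increases, -0.20 on the log2 scale, was smaller than its standard error of 0.40 (adjusted p = 0.857, limma). With the values scaled to each array's 75th percentile in place of quantile normalization, the increases were 300-fold and 158-fold. With the values of the authors' own normalization, they were 159-fold and 135-fold.

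**Figure D3:**
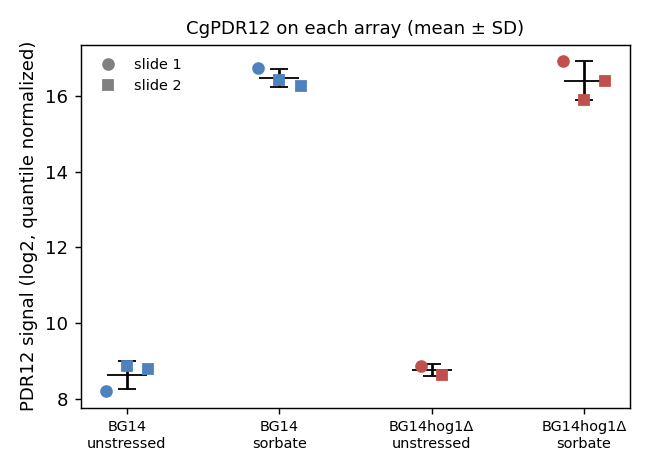
Log2 signal of CgPDR12 on each of the 11 arrays, as circles for slide 1 and squares for slide 2, with the mean and SD of each group. The sorbate-treated arrays of both strains overlap, and all of them lie far above the unstressed arrays.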

We confirmed this by RT-qPCR in two independent biological replicas and found a fold change of >10-fold (due to higher unstressed background signal) and a similarly reduced level in the BG14*hog1*Δ strain (Figure 4D). Whether this mRNA level difference may account for the sorbic acid sensitivity phenotype remains to be shown.

## Discussion

We report an initial characterization of the *C. glabrata* Hog1 MAP kinase and show activation of the HOG pathway by weak acids in this yeast. Weak acids like sorbic or benzoic acid traverse the plasma membrane in the protonated form and dissociate in the cytosol (Piper, 2011). The consequences of this influx are manifold. Yeast cells respond to weak acid stress with dedicated defense mechanisms like the War1-Pdr12 system but also to the indirect damage of weak acid accumulation. Previously, the *C. glabrata* HOG pathway has been shown to be involved in weak acid and acetate resistance (Gregori et al., 2007a). Acetate activates the pathway in both yeasts at concentrations above 50 mM. We show here that weak acid treatment causes a rapid increase of dually phosphorylated CgHog1 and thus signaling through this pathway. The sorbic acid stress sensitivity of the CgPbs2 mutant further indicates activation of the *C. glabrata* MAP kinase cascade but the sensing mechanism upstream is yet unknown (Gregori et al., 2007a). As an additional striking difference to *S. cerevisiae*, we observe a relatively high phosphorylation level of the CgHog1 kinase in unstressed cells. In contrast to ScHog1, and possibly connected to its basal phosphorylation, we find a partial accumulation of CgHog1 in the nucleus in unstressed cells. This could have consequences on the level of gene expression since our microarray experiment shows differences between the transcript patterns of unstressed deletion mutant and wild type. 

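Between unstressed cells of both strains, 49 of 4454 genes were called higher in the mutant and 23 lower. The counts were 22 and 11 at the lowest when each array was left out in turn, and 103 genes were called higher with the slide as a block. Apart from CgHOG1 (log2 fold change -2.89, standard error 0.24, adjusted p = 0.000191, limma), the largest changes were an increase of EMI2 (log2 fold change 4.96, standard error 0.28, adjusted p = 1.12e-05), LSC2 (2.92) and GUT2 (2.79), and lower levels of CAGL0G04433g (-2.93), CAGL0E06644g (-2.64) and HXT1 (-2.31). The call of HXT1 was lost under 11 of 22 alternatives, among them 8 that each left out an array, with an adjusted p of up to 0.329. That of CAGL0G04433g was lost only without replicate 2 of the unstressed mutant (adjusted p = 0.0581, limma), and that of CAGL0E06644g only in a fit to the unstressed arrays alone (adjusted p = 0.0679, limma). In sorbate-treated cells, 332 of 4412 genes were called higher in the mutant and 277 lower.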

Basal expression of many genes linked to mitochondrial function and carbon catabolism is reduced in the mutant. 

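Gene functions were not analysed here, and genes of the respiratory chain, the citric acid cycle and the mitochondrial ribosome were picked by the names of their S. cerevisiae orthologs, after the data had been seen. Names were taken from the paper's supplement, of which 1998 of 5220 entries were read here, with a name for 1857 genes. A list of names starting with COX, QCR, ATP, SDH, COQ, MRP, COR, CYT, CYC, IDH, KGD, LSC, MDH, ACO or CIT held 102 genes measured in all groups. In unstressed cells 98 of them had a higher mean in the mutant than in the wild type and 4 a lower one, with a median log2 difference of 0.76. Of the single genes of the list, 15 were higher and 0 lower at an adjusted p under 0.05, and 65 and 0 at an unadjusted one (limma). With the slide as a block, 75 were higher and 0 lower at an adjusted p under 0.05. Of the 57 listed genes that were also induced by sorbate, 56 were higher and CIT1 was lower with -0.10. The median of these 57 was 0.72, and 0.68 to 0.72 under the other scalings. It was 0.34 without replicate 2 of the unstressed mutant and 1.15 without replicate 1, where the mutant array left is compared with wild type arrays of both slides. Within slide 1 the median was 0.79, and within slide 2 it was 0.89.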

The relevance of this observation to weak acid resistance or other phenotypes e.g. *C. glabrata* virulence remains to be investigated. In fact, the *in vivo* function of this characteristic might not at all be connected to the host environment. A constitutive partially active HOG pathway, which is not well tolerated by *S. cerevisiae*, could prepare *C. glabrata* cells for water deprivation and starvation *in vitro* (outside the host) and thus enhance persistence. A role for *S. cerevisiae* Hog1 for the re-entry into the cell cycle after starvation induced resting has been reported (Escote et al., 2011). Strikingly, Hog1 rapidly enters the nucleus at the time of resumption of growth in absence of osmotic stress. Since p38 shows similar response, this might represent a conserved SAPK-dependent response for cells leaving a resting state (Escote et al., 2011). ScHog1 activates some of its many target genes directly by interacting with Msn2 and other transcription factors. In this way ScHog1 becomes tethered to the respective target promoters and contributes substantially to gene regulation. CgMsn2 and CgMsn4 do not translocate into the nucleus in weak acid stressed *C. glabrata* cells, suggesting that they are presumably not involved (Roetzer et al., 2008). The cause for this difference to *S.cerevisiae* Msn2 is unclear, however, is not related to difference in intracellular acidification of sorbate exposed cells (Ullah et al., 2013b). Nevertheless, in *C. glabrata* a similar large number of genes change expression upon Sorbate treatment suggesting other factors substitute for their function. The sensitivity of the CgHog1 deletion mutant could originate from failure to express the *CgPDR12* gene. We think that this is not likely the case. Our gene expression dataset shows a large change of Cg*PDR12* transcript level. Cells lacking Hog1 had 2/3^rd^ of wild type *CgPDR12* mRNA level and thus the HOG pathway does not contribute substantial to transcriptional regulation of the weak acid anion pump. 

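In sorbate-treated cells, the level of CgPDR12 in the mutant was 0.951 times the wild type level (log2 difference -0.07, standard error 0.27, adjusted p = 0.866, limma). This difference is smaller than the spread between replicates, and its sign changed under 3 alternatives. The ratio was 1.13 without replicate 2 of the sorbate-treated mutant, 1.04 without replicate 1 of the sorbate-treated wild type and 1.03 with the probe of highest mean. It was 0.793 without replicate 1 of the sorbate-treated mutant. With scaling to each array's 75th percentile the ratio was 0.659 (adjusted p = 0.0545, limma). These ratios come from the arrays alone, and the paper's RT-qPCR, which it reports as reduced in the mutant, was not analysed here.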

Whether this mRNA level difference does cause part of the sensitivity phenotype remains to be shown. CgHog1 could also be involved in tuning membrane transport components and thus influence weak acid induced ATP expense, which has been reported recently to be regulated to prevent futile cycling (Ullah et al., 2013a).

Taken together, we show that weak acids trigger the *C. glabrata* HOG response pathway leading to MAP kinase activation and nuclear accumulation. Whether this interesting change of response pattern of the HOG pathway has relevance for virulence or persistence of *C. glabrata* requires further investigation.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

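RNA of C. glabrata BG14 (wild type) and BG14hog1Δ was measured on single color arrays, in unstressed cells and after 20 min in 20 mM sorbate, with 3 arrays per group except for the unstressed mutant, of which 2 arrays were analysed here. The methods describe 3 biological replicates and averages over 2 or 3 values. Samples were grouped by their labels, and HOG1 was lower on every mutant array than on every wild type array.

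The intensity values are the authors' deposited scanner output from Agilent Feature Extraction, in which the processed signal of each spot is background-corrected and detrended within the array but not normalized between arrays. The authors also deposited log2 values that they had quantile normalized over the 11 arrays. The group means of these log2 values differed from those in the paper's supplement by a median of 0.0009. They were used here as an alternative only. The flags of each spot, also in the authors' deposited scanner output, were used to leave out spots marked as outliers, 43 to 266 of the 12496 spots of an array.

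From the intensity values, log2 of the processed signal was quantile normalized over all arrays, spots of each of the 10428 probes were averaged, and probes of each of the 5218 genes were averaged after the probes' own levels had been allowed for. limma 3.58.1 in R 4.3.3 was fitted with 4 group means to all 11 arrays, without covariates, with Benjamini-Hochberg adjustment. A gene entered a comparison when at least 2 arrays of each of its groups were over 8 on the log2 scale, and was called at an adjusted p under 0.05 and a log2 fold change beyond 1 in size. Tests were run for the response of each strain, for the mutant against the wild type in unstressed and in sorbate-treated cells, and for the interaction of genotype and sorbate. Induced genes, correlations across genes and clusters were computed on group means and have no p. For the count of induced genes, the design did not settle whether the minimum holds per strain or over all groups, and both counts are given; this was decided after values had been seen. Figures were drawn with matplotlib 3.10.9.

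Genes named in the text are those the paper names for its arrays or as controls, and the 5 largest changes in each direction among the called genes of each comparison, which for a response had to move the same way in every pair of arrays. CIT1 is named outside this rule and was chosen after its value was seen. The lists of respiratory and mitochondrial gene names were also chosen after the data had been seen. A first list, which is the one reported at the claim, was narrowed at one point to names starting with COX, QCR, ATP, SDH, COQ or MRP. The narrower list of 46 induced genes had 46 genes higher in the unstressed mutant, and it had lost CIT1, the only induced gene of the first list that was lower. Names of genes come from the paper's supplement, of which 1998 of 5220 entries were read, sorted by the response of the wild type. The RefSeq table given matched 0 of the 5218 identifiers. MSN2, WAR1 and EPA6 were not analysed here. Enrichment of gene functions was not analysed here either.

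The fit was tested on simulated arrays with 200 genes changed by 2 on the log2 scale. It recovered 98.5% of them for the response of the wild type, 96.5% for that of the mutant, 97.0% for the unstressed and 98.5% for the sorbate-treated comparison of the strains, and 96.0% for the interaction, with 3, 5, 6, 4 and 7 unchanged genes called.

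Replicate numbers are shared between the groups. The deviations of arrays from their group means were correlated across genes. The 10 pairs of arrays with the same number in groups compared had correlations of 0.232 to 0.738, arrays with another number on the same slide 0.181 to 0.799, and arrays on different slides -0.799 to -0.181. Arrays of the same slide thus deviated together, and the check did not show a pairing by number beyond the slide. Deviations within a group cancel out, so that part of the negative values follows from the positive ones. The fits with a block for the slide or for the replicate number are given where they moved a count.

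The alternatives were chosen before the data were examined. They are scaling to the 75th percentile, normexp background correction with an offset of 50, the authors' normalized values, other filters on dim genes, the probe with the highest mean, a block for slide or replicate, no limit on the fold change, a fit to only the arrays compared, other clustering and each array left out in turn. Keeping spots marked as outliers, and complete linkage without the 1 gene that has a missing value or without each gene in turn, were added later. normexp was run on the median signal of spots in place of the mean signal. The 11 arrays limit the precision, and 92.6% to 99.9% of the spots of an array were well above background.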

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

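The predictions and tests of explanations in this part were chosen after the results had been seen, although the fits with a block, with another scaling and without each array were planned.

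The response to sorbate differed between the strains by a test of the interaction for 106 genes, of which 34 had a higher and 72 a lower log2 fold change in the mutant (limma, adjusted). An unadjusted p under 0.05 was found for 661 of 4211 genes. A difference between the slides as the whole cause is argued against by the fit with the slide as a block, which called 67 higher and 127 lower. The normalization between arrays is argued against by scaling to the 75th percentile, after which 75 genes were lower. Single arrays weigh heavily on the calls. Without replicate 1 of the unstressed mutant, 3 genes were called higher and 1 lower, and 102 of the 106 calls were lost. The counts were the same without replicate 2 or replicate 3 of the unstressed wild type. Every fit without an array had at least 430 genes with an unadjusted p under 0.05, but mixed groupings of the sorbate-treated arrays reached 425 in another comparison, so that this count does not exclude a single array. A single array as the whole cause is argued against by the interactions computed from slide 1 and from slide 2, which share no array and were normalized apart. They had a correlation of 0.622 over the 4211 genes, while 13 contrasts between replicates 2 and 3 reached at most 0.279 in size with that of slide 1. GPH1, TPS3 and GSY2 were called in every fit without an array, with adjusted p values of at most 0.0174, 0.0160 and 0.0132. That the strains respond differently is therefore a hypothesis for the genes as a set and for these 3, and which others differ stays open. The biological explanation in the design, the loss of HOG1, cannot be separated from a further change in the 1 deletion strain used.

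GPH1 had the highest interaction, 3.57 on the log2 scale (standard error 0.38, adjusted p = 0.00257, limma), and TPS3 and GSY2 followed with 3.51 and 2.96. The levels of GPH1 were 10.30 in unstressed and 11.26 in sorbate-treated wild type, and 11.08 and 15.61 in the mutant. An array that alone carries the difference is argued against by its smallest value with each array left out, 3.30. With the slide as a block it was 3.65. A second change in the 1 deletion strain stays open.

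EMI2 (CAGL0F00605g) stood out since the paper does not discuss it, and its level in the unstressed mutant was 15.14 ± 0.49 (SD, n = 2) against 10.18 ± 0.06 (SD, n = 3) in the wild type, a log2 difference of 4.96. Under sorbate the difference was 6.06. A single faulty probe is argued against by the smaller of its probes' differences in unstressed cells, 4.90. With the slide as a block the unstressed difference was 4.96, but both groups had arrays on both slides, so that the block could move it little. Within slide 1 the unstressed level was 14.80 in the mutant and 10.11 in the wild type. Within slide 2 it was 15.49 in the mutant and at most 10.23 in the wild type. These levels argue against a difference between the slides as the whole cause. An extra copy of its chromosome segment is argued against by the median of the 10 nearest genes, -0.042. Signal from related genes on the probes was not tested and stays open. The loss of HOG1 and a second change in the strain cannot be told apart with 1 mutant strain, and no further biological explanation was tested.

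HXT1 (CAGL0A01804g), also outside the genes the paper discusses, was lower in the sorbate-treated mutant than in the wild type by a log2 difference of -4.96 (standard error 0.45, adjusted p = 4.55e-05, limma). Its probes disagreed, with -7.16 and -2.75, and its signal in the sorbate-treated mutant was well above background on only 2 of 3 arrays, so that the size of the change is uncertain. Every array of the sorbate-treated mutant lay at least 3.87 below every array of the sorbate-treated wild type. The smaller value of -2.75 argues against a single faulty probe as the whole cause. With the slide as a block the difference was also -4.96, which does not test the slides. Both groups had the same share of arrays on each slide, so that the block could not move it. Within slide 1 the level was 9.82 in the sorbate-treated mutant and 14.11 in the sorbate-treated wild type. Within slide 2 it was at most 8.78 in the mutant and at least 13.69 in the wild type. These levels argue against a difference between the slides as the whole cause. Hybridisation of related transcripts was not tested and stays open, as does a second change in the strain.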

How the results depend on the processing

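Keeping spots marked as outliers, and complete linkage without the 1 gene that has a missing value on an array, were chosen after the data had been seen, as was complete linkage with each gene left out in turn; all other alternatives were planned. Where no value shows otherwise, the cause of a change was not tested.

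The counts for the responses of both strains and for the mutant against the wild type under sorbate stayed within 1.5 times under 22 of 23 alternatives. The exception was the test without a limit on the fold change, with 1541 higher and 1091 lower genes in wild type, 1548 and 1107 in the mutant, and 709 and 688 under sorbate, where a looser threshold calls more genes by construction. Between unstressed strains, scaling to the 75th percentile gave 32 higher and 10 lower, and a fit to only the arrays compared, which has fewer arrays, gave 24 higher. For the interaction, no filter gave 55 higher genes, a minimum in at least 1 group 57 and the filter on signal over background 56, where more genes are tested. With the slide as a block, 103 genes were higher in the unstressed mutant, and 67 higher and 127 lower for the interaction. With the replicate block these were 94, 58 and 114. Among the 102 genes picked by name, those higher in the unstressed mutant at an adjusted p under 0.05 rose from 15 to 75 with the slide and 61 with the replicate as a block, and among the induced genes from 34 to 142 and 102. Induced genes lower there went from 11 to 24 and 17. The blocks moved no other count over all genes by over 1.5 times. They did change calls of single genes, such as the interaction of STB6 (adjusted p = 0.0164 with the slide as a block, and 0.0164 to 0.147 over all alternatives).

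The correlation of both responses was 0.898 after scaling to the 75th percentile and 0.898 to 0.927 without each array. The induced genes numbered 511 at a log2 fold change over 1.5. The smaller cluster held 322 genes with complete linkage, 55 with it when the gene with a missing value was left out, 10 to 344 when each gene was left out in turn, 12 with centered correlation and 235 with k-means. The median unstressed difference of the induced genes stayed above 0, at 0.07 to 0.19. Induced genes, correlations and clusters come from no test, so no block was fitted for them. Within slide 1 and slide 2 the correlation was 0.911 and 0.904, and the median unstressed difference of the induced genes was 0.144 and 0.143.

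Without each array in turn, the response of the wild type had 724 to 796 higher and 595 to 682 lower genes, and that of the mutant 827 to 982 and 627 to 741. Between unstressed strains 22 to 70 were higher and 11 to 26 lower, with 41 of the 72 calls lost without replicate 2 of the unstressed mutant. Under sorbate these counts were 280 to 337 and 249 to 287. For the interaction they were 3 to 43 and 1 to 75. Induced genes numbered 800 to 936, and the smaller cluster 1 to 21. No called gene of these comparisons changed sign in these fits. Where the unstressed mutant is left with 1 array, that array is assumed to vary like the other groups.

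For single genes, 1830 values kept their direction and side of the threshold, 68 lost the call, 8 gained it, 3 untested values moved and 7 changed sign. The sign changes were all in differences near 0. CgPDR12 in the mutant against the wild type under sorbate was 0.048 with the probe of highest mean, and between -0.33 and 0.18 without each array, with 0.06 without wild type sorbate replicate 1. In unstressed cells it was -0.080 without wild type control replicate 1 and at most 0.25 when each array was left out. Over all alternatives it was 0.32 at most. Its interaction was between -0.47 and 0.050 without each array, the highest without mutant sorbate replicate 2 and above 0 also without wild type control replicate 1. The interaction of OPI10 was between -0.59 and 0.51, the highest without mutant sorbate replicate 1. Spots well above background made up at least 92.6% of every array. The minimum on the signal still left only 4331 of 5218 genes for the response of the wild type and 4211 for the interaction, and without it 1845 genes were called in the wild type in place of 1421. Among the named genes it left out CgMSN4 in unstressed cells, OPI10 and FMP43 in the unstressed mutant and CAGL0D00880g in the sorbate-treated mutant.

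Not run, for lack of an annotation of gene functions here, were the tests of protein synthesis among repressed genes, of gene sets in the clusters, and of mitochondrial genes in the unstressed mutant.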

Differences from the paper's values

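The square of the correlation, the correlation of levels, the list of gene names and its count in the supplement were chosen after the values had been seen; the other settings were set before the data were examined.

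The paper gives a correlation of 0.84 for its scatter plot, and the correlation of the log2 fold changes here was 0.920. None of 18 alternatives reached the paper's value. The square of the correlation here, chosen after seeing the values, was 0.846. Between the levels of sorbate-treated mutant and wild type, the correlation, also chosen after seeing the values, was 0.936.

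The paper selected 466 induced genes, and 815 were counted here. Of 19 alternatives, only a log2 fold change over 1.5 came within 1.5 times of the paper's count, with 511, and all others did not.

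The paper states a 130-fold change of CgPDR12 in the mutant, and 200.3-fold was found here. Of 21 alternatives, 7 came within 1.5 times. These were scaling to the 75th percentile, normexp background correction, the authors' normalized values, and leaving out replicate 1 of the sorbate-treated mutant, replicate 2 or replicate 3 of the sorbate-treated wild type, or replicate 2 of the unstressed mutant. The other alternatives did not.

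In the paper's supplement, the log2 fold change of DCS2 in wild type is 2.74, and 2.95 was found here. Of 21 alternatives, 4 were within the error, namely scaling to the 75th percentile, normexp, the authors' normalized values and leaving out replicate 2 of the sorbate-treated wild type. The supplement's log2 fold change of MSN4 in the mutant is 3.85, and 4.35 was found here. Of 20 alternatives, 2 were within the error, normexp and the authors' normalized values. For ADY2 in the mutant the supplement gives 2.55, and 2.78 was found here. Of 21 alternatives, 7 were within the error, namely scaling to the 75th percentile, normexp, the authors' normalized values, the probe with the highest mean, and leaving out replicate 3 of the sorbate-treated wild type, replicate 2 of the unstressed mutant or replicate 3 of the sorbate-treated mutant. In all 3 cases the other alternatives were not within the error. Of 36 values of the supplement compared, these 3 differed.

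The paper states that its second cluster is enriched in genes that are lower in the unstressed mutant. It also states that many mitochondrial and carbon genes have a reduced basal expression there. Here 98 of 102 mitochondrial and respiratory genes picked by name were higher in the unstressed mutant, as were 509 of the 776 induced genes. In the group means of the paper's own supplement, 98 of the same 102 genes are also higher in the unstressed mutant, with a median log2 difference of 0.72.

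The paper lists 6 genes whose fold increase falls by a factor of more than 2 in the mutant. Here the ratio of the increases was 0.321 for STB6, 0.188 for CAGL0K07205g, 0.410 for PHM8 and 0.267 for MYO3, and these 4 were below that limit, although the test of the interaction called 2 of them, CAGL0K07205g and MYO3. STB6 was also called with normexp, with the authors' normalized values, with a minimum in at least 1 group, with the slide or the replicate as a block, and without replicate 1 of the sorbate-treated mutant. The ratio was 0.664 for STE50 and 0.876 for OPI10. The interaction of STE50 reached an adjusted p of 0.0170 with the slide as a block, but not a size of 1. When each array was left out, the interaction of PHM8 ran from -1.96 to -0.66 on the log2 scale. The value of -0.66, without replicate 2 of the unstressed mutant, is short of a factor of 2.

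The paper names DCS2 among the highest induced genes of both strains, where it ranked 22 and 18 here among the genes tested. Genes under the signal minimum had no rank. In the mutant MSN4 (4.35) and OPI10 (3.72) were among these and rose more than DCS2 (3.52). The paper also names BTN1 among the highest induced genes, while its supplement gives the name BTN2 for the gene with this change.

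The paper gives the mutant a CgPDR12 level below that of the wild type under sorbate, and reports a similar reduction by RT-qPCR. Only the arrays were analysed here. The ratio here was 0.951, and 0.659 with scaling to the 75th percentile.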

Other observations

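The predictions and tests of explanations in this part were chosen after the results had been seen, as were the lists of gene names. The fits with a block and with another scaling were planned.

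The genes called higher in the unstressed mutant, 49 against 23 lower, were examined for technical sources. A difference between the slides is argued against by 103 higher genes with the slide as a block. The normalization as the whole cause is argued against by 32 higher genes after scaling to the 75th percentile. That scaling kept 37 of the 72 calls in both directions and lost 35, so that which genes are called depends on it. A mislabelled array is argued against by HOG1, where the lowest wild type array was 1.86 above the highest mutant array on the log2 scale. An extra copy of a whole chromosome is argued against by the medians of the chromosomes, of which the largest in size was 0.0501. A second change in the deletion strain cannot be told apart from the loss of HOG1, as 1 such strain was hybridised. A different growth state of the mutant at harvest stays open too. The differences between the strains in unstressed and in sorbate-treated cells had a correlation of 0.686 across genes, which either explanation could give.

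Within the lists of respiratory and mitochondrial gene names, the median difference under sorbate was 1.15 over the 102 genes, and 100 of them were higher in the mutant. On each slide taken alone, all 46 genes of the narrower list were higher in the unstressed mutant, with medians of 0.78 on slide 1 and 0.87 on slide 2. Without replicate 2 of the unstressed mutant, 44 of the 46 were higher. Of the first, wider list, 52 of the 57 induced genes were higher in that fit. Of its 102 genes, 101 were higher on slide 1 and 98 on slide 2. The genes were read from a table sorted by the response of the wild type, which favours genes with a low unstressed wild type level. On simulated arrays without a difference between the strains, genes induced in wild type had a median of 0.03, between 0.00348 and 0.0521 over 100 draws.

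Under sorbate the highest differences between mutant and wild type after EMI2 were GPH1 with 4.34, GSY2 with 4.27, TPS3 with 4.10 and ALD4 with 3.96, and HXT5 was lower with -3.35. No explanation was tested for these.

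Replicate 1 of each group stood apart from the other replicates. The deviations of the replicate 1 arrays from their group means were correlated between the groups compared, with a lowest correlation of 0.356, which is consistent with a shared slide or culture batch. Slide and culture cannot be separated here, because replicate 1 is the only replicate on its slide.

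Chance cannot be excluded by regrouping the arrays. Of 10 splits of the wild type arrays into groups of 3, only 1, the real one, gave as many calls as observed (1421), and the others gave 0 calls by limma, with 0 to 200 genes at an unadjusted p under 0.05. For sorbate-treated mutant against wild type, likewise 1 of 10 splits, the real one, reached its 609 calls, and the others gave 0 by limma, with 26 to 425 genes at an unadjusted p under 0.05. Splits that mix both groups also widen the spread within groups. A share of 1 in 10 is the lowest that this design allows. Among the 4 splits that part all replicate pairs, the real one was again the only one as large.

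ACT1 rose after sorbate by 0.37 on the log2 scale in wild type and by 0.56 in the mutant, and by 1.09 and 0.85 after scaling to the 75th percentile. PBS2 rose by 0.94 and 0.78. ADY2 rose by 1.91 in wild type and 2.78 in the mutant.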
